A study of Mus musculus with 119 samples. Its data were reported in "Metabolic modelling reveals the aging-associated decline of host–microbiome metabolic interactions in mice" (2025).

How the data were processed

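Per the labels, all mice lived in one facility in Gothenburg on chow and a 12:12 light-dark cycle, each group drew on more than 1 litter, and CONVD mice received the caecal microbiota of a CONVR donor outside the sampled groups at a mean age of 10 weeks. RNA of gWAT was extracted with TRIzol and that of the other tissues with RNeasy mini kits. Stranded polyA libraries were sequenced as paired reads on a NovaSeq6000, and the colon libraries were made in a separate run from the other tissues.

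The authors deposited 1 table of integer read counts per gene and library for each tissue, with Ensembl mouse gene identifiers. Aligner, counting program, genome build and the treatment of reads shared by several genes are not given in the sources used here, so gene positions are not given. Of 52371 identifiers 52079 had a symbol. The gWAT table holds 1 column that no deposited sample matches, which was not used. Counts per library, in M (10 to the power 6), ranged from 1.28 to 39.4 in colon, 33 to 60.5 in liver, 36.3 to 50.2 in brain, 27.6 to 48.8 in gWAT and 32.6 to 61.1 in quadriceps. Between mice the biological coefficient of variation was 0.295, 0.164, 0.314, 0.283 and 0.234 in this order. No pair of libraries was a copy of another (lowest chi-square per degree of freedom 3.35 over 413 pairs).

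Each tissue was fitted with its 3 groups in edgeR 4.0.16 (R 4.3.3), so that all groups share one estimate of the spread. Genes passed filterByExpr with a minimum count of 10, libraries were scaled by TMM, and a robust quasi-likelihood F test compared CONVR with GF, CONVD with GF and CONVD with CONVR, with Benjamini-Hochberg adjustment over the genes of a tissue. CPM are TMM-scaled, and the SE is the log2 fold change over the root of F. Tissue dependence was an F test of 5 tissues in one edgeR fit. Same-numbered samples are the same mouse per the labels. Without group means their profiles correlated at a mean r of 0.0632 between tissues, against -0.00899 for different mice, and a fit with the mouse as replicate block was run beside the first.

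Written before the data were examined were 37 gene lists for the tissues, the comparisons, the alternatives and the rule for named genes. That rule takes the 5 called genes with the largest rise and fall in a comparison, with a mean of at least 4 CPM, a curated symbol and group medians in the same direction. It adds up to 4 called members of each list with the smallest adjusted p, or the most expressed member where none was called, and the 10 genes called in at least 3 tissues with the largest smallest change. A few of its genes are left out here, and genes outside it are said to be so. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, on log2 CPM with a prior count of 2, adjusted over the lists of a comparison. List differences between tissues were tested by exact permutation of mice.

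The alternatives were RLE normalization, DESeq2 1.42.0, no low-count filter (at least 1 read), only the 2 groups compared, an age covariate, limma voom with library weights, and for lists camera with an estimated correlation, an age covariate and fry. Each library left out in turn, libraries with foreign transcripts or few reads left out, and covariates for distal colon position and clock genes, were added later. Shared genes were compared with 1000 random draws, and shared GF controls were studied with 10 simulations and 20 splits of the GF mice.

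In simulated data of each tissue 200 genes were changed, and of those changed 2-fold edgeR recovered 56 of 67 in colon, 64 in liver, 51 in brain, 59 in gWAT and 61 in quadriceps, with 4.32 to 6.59 percent of its calls false. In the tissue dependence fit, of 200 genes changed in one tissue, it recovered 67 changed 2-fold (65 with the replicate block) and 200 changed 4-fold.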

Results

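RNA was sequenced from colon, liver, brain, gonadal white adipose tissue (gWAT) and quadriceps muscle of 24 female C57BL/6J mice in 3 groups of 8. Germ-free (GF) mice had lived without microbes and conventionally raised (CONVR) mice had carried a gut microbiota since birth. Conventionalised (CONVD) mice were raised germ-free and colonised from a CONVR donor as young adults. Ages at killing were 11.1 or 12 (CONVR), 11.7 or 12.6 (CONVD) and 11.9 to 12.4 weeks (GF). CONVR_6849 (group and number as in the labels) has no gWAT library, which leaves 119.

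Libraries held 1.28 M counted reads (colon of CONVR_6849, with M for 10 to the power 6) to 61.1 M. Group values are mean counts per M reads (CPM) ± SD over 8 mice (7 for CONVR gWAT), first-named group first. A bare number in parentheses after a gene is its log2 fold change ± SE, and after genes named in a row the range of their log2 fold changes. Genes that rose, fell or were called had an adjusted p below 0.05 in edgeR's quasi-likelihood test over the genes of the tissue. Leaving out each library in turn and covariates for distal colon and clock genes were added after the values were seen. Where alternatives ended the call of a named gene its paragraph says so, with the range of adjusted p over all of them. Camera with a preset correlation called 48 of 140 gene list tests, and 0 of them held with an estimated correlation. A list without a called gene has camera's adjusted p and, for most, the log2 fold change of its most expressed gene or its median. Within a tissue the 3 groups filled separate plate columns, so column and group cannot be told apart.

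**Figure D1:**
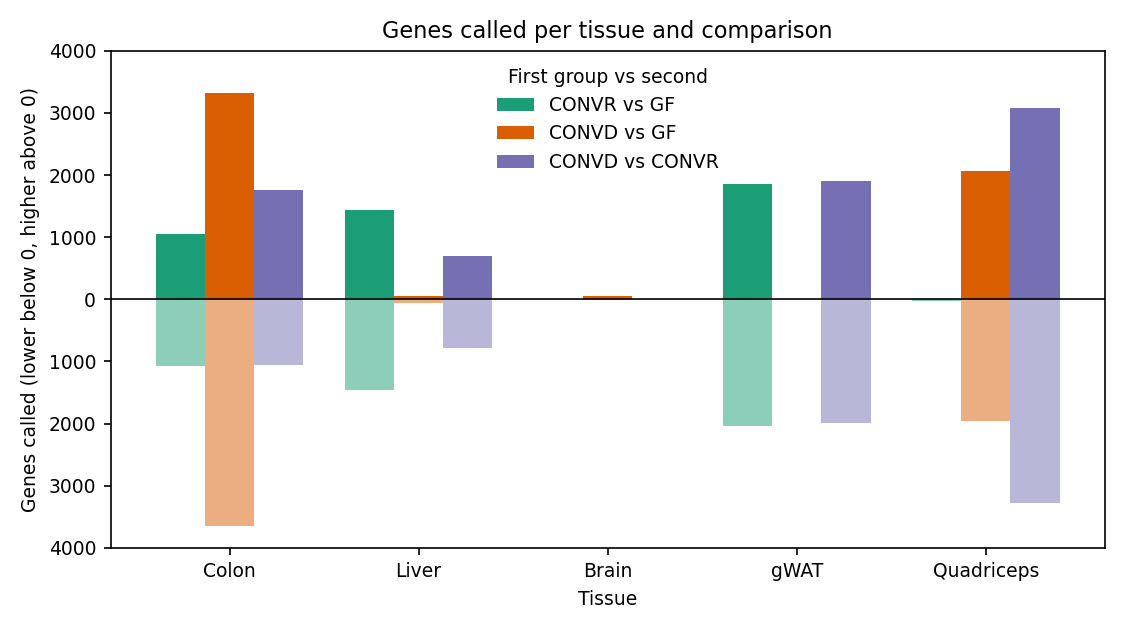
Number of genes called by edgeR for the 3 comparisons of each tissue (horizontal axis), with genes higher in the first group above 0 and genes lower in it below 0 on the vertical axis, at most 6976 in all (CONVD against GF colon).

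Comparing CONVR with GF colon asks which transcripts differ after a life with a gut microbiota. Higher in CONVR mice were Igha, Jchain and 8 of 14 epithelial defence, 4 of 10 goblet cell and 10 of 16 cell cycle genes, and lower Ms4a1 and Cd22 of B cells, 6 of 12 T cell and 9 of 10 MHC class II genes (adjusted p = 0.337 to 0.392 with an estimated correlation). Limma voom called 4 defence, 2 goblet cell and 1 T cell genes. Here 2130 of 16712 genes were called, 1058 higher and 1072 lower.

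Of 14 epithelial defence genes 8 were higher (9 adjusted over the list alone, camera adjusted p = 0.00102, adjusted p = 0.337 with an estimated correlation). Duox2 (ENSMUSG00000068452), an oxidase that releases hydrogen peroxide, rose to 215 ± 106 against 50.4 ± 10.1 CPM (2.09 ± 0.23, adjusted p = 8.3e-06). Its maturation factor Duoxa2 rose too (3.12 ± 0.37). Retnlb (ENSMUSG00000022650), a goblet cell protein that damages bacterial membranes, averaged 674 ± 1344 against 3.63 ± 3.63 CPM (7.54 ± 1.70, adjusted p = 0.00558), with 5 of 8 CONVR mice above the GF median. The glycan-binding lectin Itln1, the bactericidal ribonuclease Ang4, the phospholipase Pla2g4c and the lipase Pnliprp2 (5.01 to 7.63) rose with an SD above their mean. Limma voom called none of these last 5 genes (adjusted p = 0.34 to 0.685, range 3.55e-08 to 0.685). Without CONVR_6847 their log2 fold changes were 5.91, 4.64, 4.94, 4.14 and 2.36. Pnliprp2 was also not called with a covariate for distal colon position genes (adjusted p = 0.117). Among CONVR mice 3 had at least 56.6 CPM of the distal position gene Hoxd13 and at most 0.648 of Retnlb (genes compared after the values were seen).

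Of 10 goblet cell and mucus genes 4 were higher (6 adjusted over the list alone, camera adjusted p = 0.000952, adjusted p = 0.392 with an estimated correlation), among them the secreted inhibitor Spink4, the mucus protease Clca1, the mucin-folding enzyme Agr2 and the mucus protein Fcgbp (1.18 to 2.39). Of 16 cell cycle genes 10 were higher (15 adjusted over the list alone, camera adjusted p = 5.46e-11, adjusted p = 0.337 with an estimated correlation). They included the replication helicases Mcm5, Mcm6 and Mcm2 and the mitotic kinase Aurkb (0.51 to 0.80). Of 29 nucleotide synthesis and salvage genes 8 were higher (10 adjusted over the list alone, camera adjusted p = 0.00102, adjusted p = 0.356 with an estimated correlation). These were led by both subunits of ribonucleotide reductase, Rrm2 and Rrm1, the purine enzyme Gart and the cytidine deaminase Cda (0.25 to 1.11). At least 1 alternative ended the calls of Agr2 and Fcgbp (adjusted p range 0.0035 to 0.296).

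Igha (ENSMUSG00000095079), the constant chain of immunoglobulin A, rose to 3516 ± 1495 against 1185 ± 692 CPM (1.57 ± 0.35, adjusted p = 0.00543), and Jchain, which joins secreted immunoglobulins, rose as well (1.58 ± 0.35). Ms4a1 (ENSMUSG00000024673), which encodes CD20, averaged 2.06 ± 1.42 against 27.2 ± 28.5 CPM (-3.62 ± 0.88, adjusted p = 0.00945). With it fell the B cell gene Cd22, the antigen receptor subunit Cd79b, the IgE receptor Fcer2a and the IgM receptor Fcmr (-2.49 to -3.76). B and plasma cell markers changed both ways (4 higher and 6 lower of 12, 11 adjusted over the list alone, camera adjusted p = 0.87, median -1.07 and mean -0.76 but up by camera). Of 12 T cell markers 6 were lower (11 adjusted over the list alone, camera adjusted p = 0.000501, adjusted p = 0.392 with an estimated correlation). Limma voom called 1 and DESeq2 11. Cd5, Cd2 and the antigen receptor chain Cd3d (-1.46 to -1.94) fell, all below 5 CPM. Of 10 MHC class II genes 9 were lower (9 adjusted over the list alone, camera adjusted p = 0.000501, adjusted p = 0.392 with an estimated correlation). H2-Ob, H2-DMb2 and H2-Oa of peptide loading fell most and the presenting chain H2-Aa less (-1.24 to -2.81). At least 1 alternative ended the calls of Cd2 and Cd3d (adjusted p range 0.00131 to 0.0978). Immunoglobulin and MHC genes have close relatives that may share reads.

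Of 13 mitochondrially encoded genes 1 was higher and 4 lower (5 adjusted over the list alone, camera adjusted p = 0.00245, adjusted p = 0.392 with an estimated correlation). Those that fell included mt-Nd4l, mt-Nd2, mt-Cytb and mt-Nd4 (-0.25 to -0.82). Of 17 colonocyte fatty acid genes 2 were higher (3 adjusted over the list alone, camera adjusted p = 0.0308, adjusted p = 0.501 with an estimated correlation). The short-chain fatty acid transporter Slc5a8 (0.38 ± 0.07) and the oxidation enzyme Hadha (0.24 ± 0.08) rose. Interferon-stimulated genes (2 of 20 higher, 2 adjusted over the list alone, camera adjusted p = 0.147) rose in the nucleic acid sensors Oas1a (0.57 ± 0.12) and Zbp1 (1.24 ± 0.28). Tph1, which starts serotonin synthesis, rose (0.87 ± 0.16) among enteroendocrine genes (1 of 10 higher, 1 adjusted over the list alone, camera adjusted p = 0.87, median -0.46 and mean -0.25 but up by camera). The macrophage lysozyme Lyz2 fell (-0.90 ± 0.30) among myeloid markers (1 of 11 lower, 0 adjusted over the list alone, camera adjusted p = 0.87). Not called under some alternative were mt-Cytb, mt-Nd4, Hadha and Lyz2 (adjusted p range 0.0011 to 0.126), among them Hadha and Lyz2 without CONVR_6849, the shallowest library. Among the largest falls were the amino acid transporters Slc7a9 (-3.70 ± 0.42) and Slc6a19 (-3.74 ± 0.68, -3.03 without GF_6839). Lists without a called gene were smooth muscle markers (camera adjusted p = 0.87, Myh11 -0.38), enteric neuron and glia markers (adjusted p = 0.147, median -0.41), clock genes (adjusted p = 0.805, Nr1d1 0.02) and red blood cell genes (adjusted p = 0.82, Hbb-bs 0.30). In these 4 lists edgeR called 0 of 44 genes, 0 adjusted over the list alone, 6 at an unadjusted p below 0.05, 0 by DESeq2 and 1 by limma voom.

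**Figure D2:**
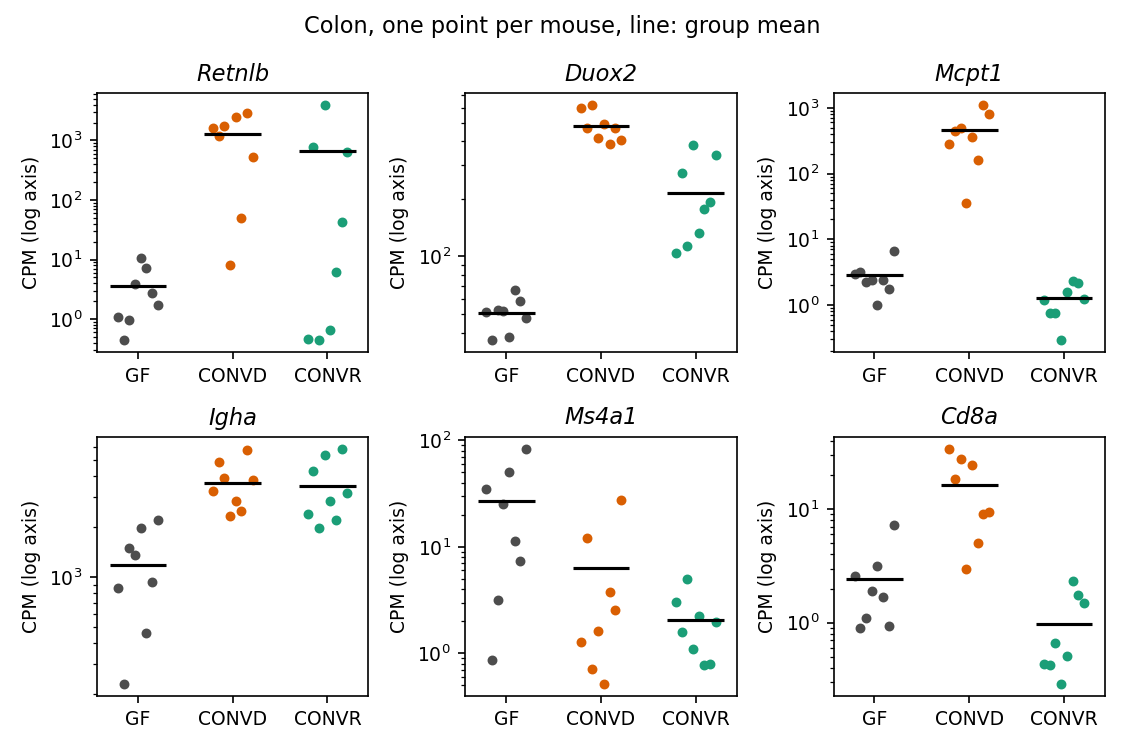
Expression of 6 genes in colon (CPM, log axis), with 1 point per mouse (8 per group) and a line at the group mean. Mcpt1 lies between 35.3 and 1094 CPM in CONVD mice and at 6.61 CPM or below in GF and CONVR mice.

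CONVD against GF colon asks how the adult colon answers a microbiota within weeks. Higher in CONVD mice were 10 of 14 epithelial defence, 18 of 20 interferon-stimulated, 8 of 12 T cell and 16 of 16 cell cycle genes, and lower 9 of 12 enteric neuron and 9 of 16 clock genes (adjusted p = 0.157 to 0.523 with an estimated correlation). Here 6976 of 16712 genes were called, 3323 higher and 3653 lower. Piece position (Hoxd13 0 to 176 CPM, 5.38 to 149 in GF) was not separated.

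Of 14 epithelial defence genes 10 were higher and 2 lower (12 adjusted over the list alone, camera adjusted p = 9.19e-05, adjusted p = 0.157 with an estimated correlation). Duox2 rose to 483 ± 85.3 against 50.4 ± 10.1 CPM (3.26 ± 0.24, adjusted p = 3.48e-09), with Duoxa2 (4.61 ± 0.39). The nitric oxide synthase Nos2 (ENSMUSG00000020826) rose to 105 ± 36.8 against 2.42 ± 1.19 CPM (5.44 ± 0.52, adjusted p = 1.14e-07). Retnlb (8.49 ± 1.76) and the serum amyloid Saa3 (4.11 ± 0.50) rose too. Of 20 interferon-stimulated genes 18 were higher (18 adjusted over the list alone, camera adjusted p = 1.36e-11, adjusted p = 0.157 with an estimated correlation). Zbp1 rose to 79.8 ± 20.6 against 8.61 ± 3.94 CPM (3.21 ± 0.29, adjusted p = 4.39e-08), with the antiviral Ifit2 (2.96 ± 0.35) and the GTPase Gbp2 (2.43 ± 0.29). Of 10 MHC class II genes 6 were higher and 3 lower (9 adjusted over the list alone, camera adjusted p = 0.0127, adjusted p = 0.523 with an estimated correlation). Higher were the peptide exchange factors H2-DMb1 and H2-DMa and the presenting chains H2-Aa and H2-Ab1 (1.30 to 2.67).

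Of 12 T cell markers 8 were higher (9 adjusted over the list alone, camera adjusted p = 0.00144, adjusted p = 0.476 with an estimated correlation). Cd8a, the coreceptor of cytotoxic T cells, rose to 16.4 ± 11.5 against 2.45 ± 2.13 CPM (2.76 ± 0.52, adjusted p = 0.000327), with the costimulator Cd28 and the receptor chains Cd3g and Cd3d (1.37 to 1.68). Of 12 B and plasma cell markers 5 were higher and 5 lower (10 adjusted over the list alone, camera adjusted p = 0.226). The plasma cell genes Jchain, Tnfrsf17, Mzb1 and Derl3 (1.88 to 2.08) rose, while the B cell receptor Fcer2a, outside the list, fell (-3.29 ± 0.76, -4.09 without CONVD_6835). Of 11 myeloid markers 3 were higher (3 adjusted over the list alone, camera adjusted p = 0.0131, adjusted p = 0.548 with an estimated correlation). The rise was in the antibody receptor Fcgr1, the integrin Itgam and the complement gene C1qb (0.70 to 1.40). The mast cell protease Cma2 rose (9.05 ± 0.64). With the distal colon covariate Itgam and C1qb were not called (adjusted p = 0.12 to 0.135, range 0.00123 to 0.135).

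Of 16 cell cycle genes 16 were higher (16 adjusted over the list alone, camera adjusted p = 9.88e-13, adjusted p = 0.157 with an estimated correlation). Among them were Top2a, which untangles DNA, the checkpoint kinase Bub1, Mcm6 and Mcm5 (1.10 to 1.66). Of 29 nucleotide genes 12 were higher (12 adjusted over the list alone, camera adjusted p = 0.000139, adjusted p = 0.157 with an estimated correlation). They were led by Rrm2, the salvage enzymes Pnp and Ada, and Rrm1 (0.58 to 2.13). Of 10 goblet cell genes 5 were higher (5 adjusted over the list alone, camera adjusted p = 0.0889), and included Spink4, Agr2, Clca1 and the mucin Muc2 (1.37 to 2.42). Of 17 colonocyte fatty acid genes 7 were higher and 1 lower (9 adjusted over the list alone, camera adjusted p = 0.0131, adjusted p = 0.476 with an estimated correlation). Slc5a8, the oxidation enzymes Acads and Hadha and the nuclear receptor Pparg (0.32 to 0.84) rose. With the distal colon covariate Clca1 and Muc2 were not called (adjusted p = 0.0851 to 0.589, range 0.00355 to 0.589).

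Of 12 enteric neuron and glia markers 9 were lower (10 adjusted over the list alone, camera adjusted p = 0.0116, adjusted p = 0.523 with an estimated correlation). Glial Sox10 fell with neuronal Uchl1 and Elavl4 (-0.65 to -1.03). Of 10 enteroendocrine genes 2 were higher and 4 lower (6 adjusted over the list alone, camera adjusted p = 0.166). Lower were the granule proteins Chga and Chgb and the gut hormones Insl5 and Pyy (-0.51 to -1.42). Of 16 clock genes 2 were higher and 9 lower (11 adjusted over the list alone, camera adjusted p = 0.0326, adjusted p = 0.476 with an estimated correlation). The output factors Dbp and Tef and the repressor Per2 (-1.17 to -1.52) fell and the repressor Nfil3 rose (2.15 ± 0.44). Mitochondrially encoded genes (4 of 13 lower, 4 adjusted over the list alone, camera adjusted p = 0.0326, adjusted p = 0.523 with an estimated correlation) fell in mt-Nd4l, mt-Cytb, mt-Nd4 and mt-Nd2 (-0.29 to -0.67). With the distal colon covariate edgeR did not call Elavl4 (adjusted p = 0.0922, range 0.00418 to 0.0922). Without a called gene were smooth muscle markers (camera adjusted p = 0.31, Myh11 -0.45) and red blood cell genes (adjusted p = 0.97, Hbb-bs 0.24). In these 2 lists edgeR called 0 of 16 genes, 0 adjusted over the list alone, 3 at an unadjusted p below 0.05, 0 by DESeq2 and 2 by limma voom.

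Among the largest rises were the pancreatic enzymes Cpb1 (1459.9 ± 4128 against 0.612 ± 0.847 CPM) and Ctrl (803 ± 2269.5 against 0.495 ± 0.404 CPM), which owed their means to CONVD_6835. Without it their log2 fold changes were -1.16 and -0.09 (adjusted p = 0.118 to 0.874, range 0.000567 to 0.961). Largest falls were in the transporter Slc6a19 (-3.80 ± 0.66, -3.11 without GF_6839), the peptidase Naaladl1, the sodium channel subunit Scnn1g and the ion pump regulator Fxyd4 (-3.39 to -3.51). Without CONVD_6831 the last 2 were at -4.57 and -4.39. Fxyd4 was not called without CONVD_6835 (-3.36, adjusted p = 0.0694, range 0.0208 to 0.0942).

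Between CONVD and CONVR colon 2824 of 16712 genes were called, 1759 higher and 1065 lower (948 in all with the age covariate, 1685 with the distal colon covariate, 7970 by limma voom and 1751 without CONVD_6830). The mucosal mast cell proteases Mcpt1 (ENSMUSG00000022227) averaged 459 ± 347 against 1.29 ± 0.708 CPM (8.60 ± 0.64, adjusted p = 8.56e-09) and Mcpt2 211 ± 165 against 0.485 ± 0.182 CPM. The granzyme Gzma (ENSMUSG00000023132) averaged 114 ± 87.3 against 0.544 ± 0.58 CPM (7.73 ± 0.74, adjusted p = 1.91e-07), at 8.62 without CONVR_6850, and Cma2 53.8 ± 42.4 against 0.0134 ± 0.0184 CPM. Without CONVD_6835 Ctrl (11.30 ± 2.44) was not called (0.57, adjusted p = 0.396, range 0.00161 to 0.438). Lower in CONVD were the manganese exporter Slc30a10 (-3.46 ± 0.78, -4.17 without CONVD_6835), the phosphate transporter Slc20a1, the somatostatin receptor Sstr1, the hormone coreceptor Klb and the imprinted Nnat (-1.66 to -2.22). Alternatives ended the calls of Klb and Nnat (adjusted p range 4.72e-06 to 0.378), that of Nnat with the distal colon covariate and without CONVR_6848 (-0.81).

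In liver, CONVR against GF asks which hepatic programmes a gut microbiota changes beyond the gut. Higher in CONVR mice were 12 of 15 lipogenic and 9 of 18 xenobiotic metabolism genes, and lower 5 of 15 acute phase genes (adjusted p = 0.0806 to 0.303 with an estimated correlation). Igfbp1 and Irs2, which insulin represses, were also lower. Here 2910 of 14766 genes were called, 1444 higher and 1466 lower. With a clock phase covariate 629 genes were called and 38 of 56 genes taken by the rule for named genes were not. With the age covariate 1428 were called and 17 of 56 were not.

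Of 15 lipogenic genes 12 were higher (12 adjusted over the list alone, camera adjusted p = 1.49e-13, adjusted p = 0.0806 with an estimated correlation). Thrsp (ENSMUSG00000035686), which promotes fatty acid synthesis, rose to 836 ± 198 against 139 ± 75.7 CPM (2.59 ± 0.35, adjusted p = 3.26e-05). With it rose the elongase Elovl6, fatty acid synthase Fasn, malic enzyme Me1 and the lipid droplet protein Pnpla3 (1.35 to 1.99). The secreted hepatic protein Tsku rose to 77.3 ± 53.6 against 8.91 ± 5.61 CPM (3.12 ± 0.45, adjusted p = 8.08e-05). Of 10 glucose handling genes 3 were higher and 5 lower (8 adjusted over the list alone, camera adjusted p = 0.694). The glycolytic enzyme Pklr (1.25 ± 0.16) and the transporter Slc2a2 (0.39 ± 0.09) rose, while the insulin receptor substrate Irs2 (-1.56 ± 0.18) fell. The growth factor binding protein Igfbp1 (ENSMUSG00000020429) fell to 13.2 ± 10.3 against 89.3 ± 43.4 CPM (-2.77 ± 0.45, adjusted p = 0.000259). The nuclear receptor Nr4a1 (-2.62 ± 0.56) and the thyroxine carrier Serpina7 (-2.13 ± 0.54, -1.01 without GF_6837) fell as well. With the clock covariate edgeR did not call Pnpla3, Slc2a2, Nr4a1 and Serpina7 (adjusted p = 0.0631 to 0.87, range 5.28e-06 to 0.87).

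**Figure D3:**
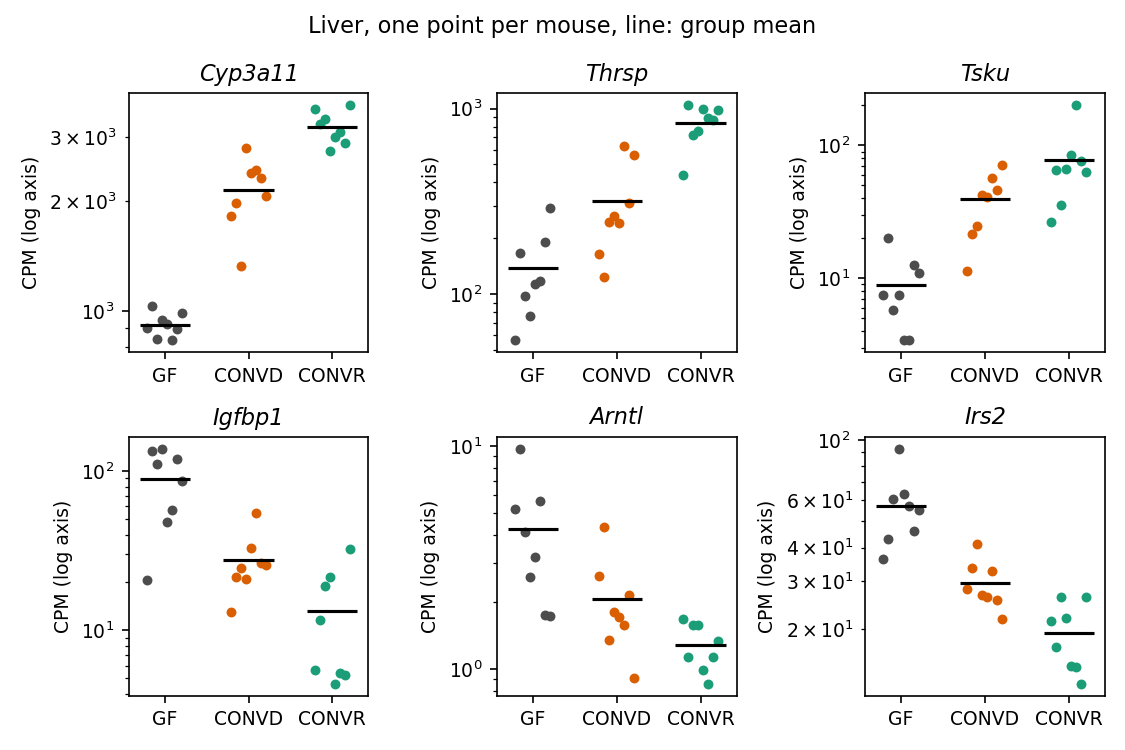
Expression of 6 genes in liver (CPM, log axis), with 1 point per mouse (8 per group) and a line at the group mean. Cyp3a11 lies between 833 and 1035 CPM in GF mice and between 2742 and 3668 CPM in CONVR mice.

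Of 18 xenobiotic metabolism genes 9 were higher (10 adjusted over the list alone, camera adjusted p = 8.04e-06, adjusted p = 0.225 with an estimated correlation). Cyp3a11 (ENSMUSG00000056035), a cytochrome that clears drugs and bile acids, rose to 3203 ± 329.7 against 920.4 ± 69.4 CPM (1.80 ± 0.11, adjusted p = 2.99e-11). With it rose the carboxylesterase Ces2a, the conjugating enzyme Gstm1 and the aldehyde dehydrogenase Aldh1a1 (0.47 to 0.77). Cyp3a44 (-1.81 ± 0.51) and the urinary protein Mup7 (-2.07 ± 0.54) fell. These, Cyp3a11, Ces2a and Gstm1 have near-identical relatives that may share reads. Of 16 bile acid genes 5 were higher and 2 lower (8 adjusted over the list alone, camera adjusted p = 0.901). They rose in the receptor Nr1h4, the uptake carrier Slc10a1 and the reductase Akr1d1 (0.28 to 0.39), and fell in the synthesis enzyme Hsd3b7 (-0.73 ± 0.18). Of 16 clock genes 6 were higher and 5 lower (12 adjusted over the list alone, camera adjusted p = 0.694). The activators Arntl, at 1.29 ± 0.304 against 4.25 ± 2.66 CPM, and Clock (-0.68 ± 0.11) and the repressor Nfil3 (-0.84 ± 0.15) fell, while Per2 (1.07 ± 0.21) and Ciart (2.03 ± 0.46) rose. With the clock covariate edgeR did not call Aldh1a1, Cyp3a44, Mup7, Nr1h4, Slc10a1, Akr1d1, Hsd3b7, Arntl, Clock, Nfil3, Per2 and Ciart (adjusted p = 0.0988 to 0.978, range 9.79e-08 to 0.978), for the clock genes by construction. Arntl changed sign with it (0.01).

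Of 15 acute phase genes 5 were lower (5 adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.303 with an estimated correlation). They fell in the endotoxin-binding protein Lbp, in Itih3 and in the fibrinogen chains Fgg and Fga (-0.28 to -0.52). Of 13 atrophy and glucocorticoid genes 3 were lower (4 adjusted over the list alone, camera adjusted p = 0.0249, adjusted p = 0.303 with an estimated correlation), namely the metallothioneins Mt2 and Mt1 and the ubiquitin ligase Fbxo32 (-0.45 to -1.67). Of 29 nucleotide genes 8 were higher and 2 lower (11 adjusted over the list alone, camera adjusted p = 0.114). Higher were Ctps, Ctps2 and Umps of pyrimidine and Atic (0.24 to 0.78) of purine synthesis. Of 16 fatty acid oxidation genes 2 were higher and 1 lower (3 adjusted over the list alone, camera adjusted p = 0.694, median -0.02 and mean -0.02 but up by camera). The peroxisomal enzyme Acaa1b (0.62 ± 0.13) rose and the mitochondrial carrier enzyme Cpt1a (-0.35 ± 0.11) fell. Of 12 mitochondrially encoded genes 1 was higher and 2 lower (3 adjusted over the list alone, camera adjusted p = 0.709), with mt-Nd6 (1.35 ± 0.36) against mt-Cytb (-0.19 ± 0.06) and mt-Nd5 (-0.27 ± 0.09). Single calls were the replication clamp Pcna (0.21 ± 0.06) in the cell cycle list (1 of 16 higher, 1 adjusted over the list alone, camera adjusted p = 0.0265, adjusted p = 0.917 with an estimated correlation) and the haem enzyme Alas2 (0.44 ± 0.12) among red blood cell genes (1 of 6 higher, 1 adjusted over the list alone, camera adjusted p = 0.507). Another was the signalling gene Stat2 (-0.26 ± 0.07) among interferon-stimulated genes (1 of 20 lower, 1 adjusted over the list alone, camera adjusted p = 0.694). With the clock covariate edgeR did not call Fgg, Fga, Mt2, Mt1, Fbxo32, Ctps, Ctps2, Umps, Atic, Acaa1b, mt-Nd6, mt-Cytb, mt-Nd5, Pcna and Stat2 (adjusted p = 0.0596 to 0.786, range 8.11e-05 to 0.786). Another alternative ended the calls of Cpt1a and Alas2 (adjusted p range 0.00172 to 0.0886). No gene was called among MHC class II genes (camera adjusted p = 0.694, median -0.01 and mean -0.16 but up by camera, Cd74 0.01), myeloid cell markers (adjusted p = 0.359, Clec4f 0.13) and cholesterol genes (adjusted p = 0.0909). In these 3 lists edgeR called 0 of 43 genes, 0 adjusted over the list alone, 5 at an unadjusted p below 0.05, 1 by DESeq2 and 1 by limma voom.

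CONVD against GF liver asks how much of this appears soon after an adult is colonised, and 117 of 14766 genes were called, 58 higher and 59 lower. Of the xenobiotic genes Cyp3a11 and Ces2a rose, and Tsku rose and Irs2 fell as in CONVR mice. With the clock covariate 12 genes were called, with only these groups in the fit 48, without the low-count filter 64, by limma voom 302, by DESeq2 348 and without 1 mouse 30 to 242 (CONVD_6832 and GF_6838).

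Cyp3a11 rose to 2147 ± 448 against 920.4 ± 69.4 CPM (1.22 ± 0.10, adjusted p = 1.3e-07) and Ces2a rose (0.54 ± 0.08). They were the called xenobiotic genes (2 of 18 higher, 4 adjusted over the list alone, camera adjusted p = 0.000682, adjusted p = 0.79 with an estimated correlation). Tsku rose to 39.4 ± 19.6 against 8.91 ± 5.61 CPM (2.15 ± 0.44, adjusted p = 0.0237). With it rose the iron-scavenging Lcn2 (1.30 ± 0.27) of the acute phase list (1 of 15 higher, 2 adjusted over the list alone, camera adjusted p = 0.644), the cell cycle kinase Wee1 (1.05 ± 0.22) and the nuclear pore gene Aaas (0.87 ± 0.20). Irs2 of the glucose list (1 of 10 lower, 6 adjusted over the list alone, camera adjusted p = 0.356) fell to 29.5 ± 6.10 against 56.8 ± 17.2 CPM (-0.95 ± 0.18, adjusted p = 0.0183). Nfil3 (-0.59 ± 0.14) of the clock list (1 of 16 lower, 6 adjusted over the list alone, camera adjusted p = 0.356) also fell, with Nr4a1, the GTPase Rnd1, the thymidine phosphorylase Tymp and the corepressor Irf2bp2 (-0.73 to -2.69). With the clock covariate Cyp3a11 and Ces2a were called and the others were not (adjusted p = 0.0801 to 0.325, range 7.19e-05 to 0.325).

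Lists without a called gene in CONVD liver were MHC class II genes (camera adjusted p = 0.0391, Cd74 0.20), myeloid cell markers (adjusted p = 0.000183, Clec4f 0.37) and cholesterol genes (adjusted p = 0.00163), at adjusted p = 0.79 with an estimated correlation. Others were bile acid genes (camera adjusted p = 0.445, Slco1b2 -0.05), lipogenic genes (adjusted p = 0.356, median 0.06), fatty acid oxidation genes (adjusted p = 0.451) and nucleotide genes (adjusted p = 0.501, Adk -0.06). The rest were interferon-stimulated genes (camera adjusted p = 0.0552, Bst2 -0.05), cell cycle genes (adjusted p = 0.781, median -0.02 and mean 0.01 but down by camera, Pcna 0.01) and atrophy and glucocorticoid genes (adjusted p = 0.451, Klf15 -0.22), and also red blood cell genes (camera adjusted p = 0.644, Hbb-bs 0.15) and mitochondrially encoded genes (adjusted p = 0.458, mt-Co1 0.04). In these 12 lists edgeR called 0 of 186 genes, 7 adjusted over the list alone, 19 at an unadjusted p below 0.05, 5 by DESeq2 and 1 by limma voom.

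Between CONVD and CONVR liver 1482 of 14766 genes were called, 699 higher and 783 lower (726 in all with the age covariate, 955 without the low-count filter and 2476 by limma voom). Pnpla3 was lower at 1.38 ± 0.638 against 9.28 ± 2.53 CPM (-2.73 ± 0.36, adjusted p = 0.000145). Also lower were the acetylcholine receptor Chrna4, the desaturase Scd1, the neurotrophin receptor Ntrk2 and the peroxisomal oxidase Hao2 (-1.79 to -2.25). Higher were the protease inhibitor Serpina1e, Mup7, the selenium-binding Selenbp2, Cyp3a44 and the collagen Col4a3 (1.63 to 2.56). The first 4 have near-identical relatives that may share reads. Some alternatives did not call Mup7, Selenbp2 and Cyp3a44 (adjusted p range 0.00231 to 0.16).

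In brain the comparisons ask whether gut microbes change transcription at a distance. Between CONVR and GF brain edgeR called 0 of 17656 genes, with 551 at an unadjusted p below 0.05, 0 by DESeq2 and 0 by limma voom. Cerebellar Cbln3, chosen after its values were seen, was at 1681 CPM in CONVD_6830, 485 in CONVR_6848 and 2.51 or less in the other brains.

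Lists past camera's threshold in CONVR brain were interferon-stimulated genes (camera adjusted p = 7.39e-05, Stat2 0.13), clock genes (adjusted p = 0.00645, Tef 0.02) and myelin genes (adjusted p = 0.00299, Mbp 0.66), at adjusted p = 0.609 to 0.789 with an estimated correlation. The same held for immediate early genes (camera adjusted p = 0.0119, Egr1 -0.07) and pituitary and hypothalamus markers (adjusted p = 0.000365, Pmch -7.44), at adjusted p = 0.418 to 0.789 with an estimated correlation. Of the hypothalamic neuropeptide Pmch, GF_6840 had 369.6 CPM and the other brains 45.5 or less. The lists that did not pass were nucleotide genes (camera adjusted p = 0.563, Hprt -0.12), oxidative phosphorylation genes (adjusted p = 0.267, Atp5b -0.02), microglia markers (adjusted p = 0.344, Csf1r -0.09) and choroid plexus markers (adjusted p = 0.588, Ttr 3.71). This was also so for striatum markers (camera adjusted p = 0.171, Ppp1r1b -0.36), cerebellum markers (adjusted p = 0.211, median 1.2), red blood cell genes (adjusted p = 0.24) and mitochondrially encoded genes (adjusted p = 0.139, mt-Co1 0.19). In these 13 lists edgeR called 0 of 171 genes, 6 adjusted over the list alone, 15 at an unadjusted p below 0.05, 0 by DESeq2 and 0 by limma voom.

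For CONVD against GF brain 51 of 17656 genes were called, 45 higher and 6 lower. The nuclear noncoding RNA Malat1 rose to 463 ± 258 against 134 ± 53.6 CPM (1.79 ± 0.37, adjusted p = 0.0406) and the splicing factor Srrm2 rose (0.91 ± 0.18). The nuclear pore gene Aaas (ENSMUSG00000036678) rose to 27.5 ± 4.64 against 15.0 ± 5.89 CPM (0.88 ± 0.17, adjusted p = 0.0389), with the adhesion receptor Celsr3 (0.95 ± 0.20) and the ribosome assembly gene Mdn1 (0.81 ± 0.18). Of 5 pituitary and hypothalamus markers 3 were lower (5 adjusted over the list alone, camera adjusted p = 2.61e-05, adjusted p = 0.171 with an estimated correlation). Pmch fell to 0.146 ± 0.0969 against 50.4 ± 125 CPM (-8.39 ± 1.74), and growth hormone Gh (-5.69 ± 1.24) and prolactin Prl (-5.64 ± 1.24) fell. Without GF_6840 Pmch and Prl were at -5.43 and -4.65, and without CONVD_6830 Gh was at -7.47. Without CONVD_6830 and CONVR_6848 27 genes were called, and Malat1, Srrm2, Celsr3, Mdn1 and Pmch were not (adjusted p = 0.0547 to 0.0686, range 9.32e-05 to 0.924). Without GF_6837 and GF_6840, whose pieces held the hypothalamic Pmch, edgeR called 0 genes (adjusted p = 0.114 to 0.924, range 9.32e-05 to 0.924 for those above). It also called 0 without the low-count filter and 0 with only these groups in the fit, and 0 to 489 without 1 mouse (GF_6837 and CONVD_6835). With all libraries 2683 genes had an unadjusted p below 0.05, DESeq2 called 553 and limma voom 2810.

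No gene was called in CONVD brain among microglia markers (camera adjusted p = 0.00404, adjusted p = 0.934 with an estimated correlation, Csf1r -0.12), interferon-stimulated genes (adjusted p = 0.216, median -0.2) and clock genes (adjusted p = 0.0568, median 0.13). The same held for immediate early genes (camera adjusted p = 0.306, Egr1 -0.03), nucleotide genes (adjusted p = 0.794, Hprt -0.13) and oxidative phosphorylation genes (adjusted p = 0.115, Atp5b -0.01). The rest were myelin genes (camera adjusted p = 0.105, Mbp 0.18), mitochondrially encoded genes (adjusted p = 0.931, median -0.02 and mean -0.13 but up by camera, mt-Co1 0.02) and choroid plexus markers (adjusted p = 0.626, Ttr 5.54). This was also so for striatum markers (camera adjusted p = 0.973, Ppp1r1b 0.11), cerebellum markers (adjusted p = 0.218, median 2.12) and red blood cell genes (adjusted p = 0.108). In these 12 lists edgeR called 0 of 166 genes, 5 adjusted over the list alone, 21 at an unadjusted p below 0.05, 0 by DESeq2 and 13 by limma voom. Between CONVD and CONVR brain 1 of 17656 genes was called, Aaas at 27.5 ± 4.64 against 11.8 ± 1.16 CPM (1.22 ± 0.18, adjusted p = 0.00683), with 1879 at an unadjusted p below 0.05, 29 by DESeq2 and 692 by limma voom.

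CONVR against GF gWAT asks how fat differs after a life with a microbiota. Higher in CONVR mice were Lep, Ighm, Igha and 4 of 11 myeloid markers, and lower 7 of 12 mitochondrially encoded genes (both lists adjusted p = 0.847 with an estimated correlation). Here 3895 of 17137 genes were called, 1854 higher and 2041 lower.

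Of 11 adipocyte markers 1 was higher and 2 lower (5 adjusted over the list alone, camera adjusted p = 0.489). Lep (ENSMUSG00000059201), the hormone that reports fat stores, rose to 3305 ± 1404 against 967 ± 537 CPM (1.77 ± 0.30, adjusted p = 0.000667). The adipokine Cfd (-1.11 ± 0.21) and the fatty acid carrier Fabp4 (-0.47 ± 0.16) fell. Mest, an imprinted gene linked to fat expansion, rose to 418 ± 278 against 90.4 ± 119 CPM (2.21 ± 0.72, adjusted p = 0.0293), at 3.05 without GF_6838 and not called without GF_6840 (adjusted p = 0.0523). The tubulin Tuba1a, the receptor kinase Ret, the membrane protein Plppr4 and the serotonin synthesis enzyme Tph2 (1.85 to 3.77) rose. Of 15 lipogenic genes 3 were lower (3 adjusted over the list alone, camera adjusted p = 0.0737), namely the desaturase Scd1 (-0.96 ± 0.27), the carboxylase Acacb (-1.56 ± 0.44) and Elovl6 (-1.96 ± 0.60, -1.33 without GF_6837). Of 10 thermogenic genes 2 were lower (2 adjusted over the list alone, camera adjusted p = 0.354), the coactivator Ppargc1a (-1.16 ± 0.30) and the elongase Elovl3 (-5.02 ± 1.22). Without GF_6837 Elovl3 was at -2.63. Not called under some alternative were Fabp4, Mest, Scd1, Acacb, Elovl6 and Elovl3 (adjusted p range 3.5e-05 to 0.151).

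Of 11 B and plasma cell markers 2 were higher (3 adjusted over the list alone, camera adjusted p = 0.644, median -0.33 and mean 0.37 but up by camera). Ighm (ENSMUSG00000076617), the heavy chain of immunoglobulin M, rose to 923 ± 390.0 against 153 ± 77.7 CPM (2.59 ± 0.34, adjusted p = 0.000166) and Igha to 9.52 ± 12.0 against 0.345 ± 0.615 CPM (4.80 ± 0.89, adjusted p = 0.0011), at 6.16 without GF_6838. Of 11 myeloid markers 4 were higher (6 adjusted over the list alone, camera adjusted p = 0.0118, adjusted p = 0.847 with an estimated correlation). They rose in the lysosomal macrophage gene Cd68, the integrin Itgax, the receptor Csf1r and the complement gene C1qa (0.43 to 0.87). Of 10 MHC class II genes 3 were higher (4 adjusted over the list alone, camera adjusted p = 0.0737), namely H2-DMa, H2-DMb1 and the invariant chain Cd74 (0.43 to 0.54). Of interferon-stimulated genes (1 higher and 1 lower of 20, 1 adjusted over the list alone, camera adjusted p = 0.508) the antiviral Rsad2 (-0.68 ± 0.17) fell and Gbp2 (0.31 ± 0.11) rose. At least 1 alternative ended the calls of Itgax, Csf1r, C1qa, H2-DMa, H2-DMb1, Cd74 and Gbp2 (adjusted p range 0.00197 to 0.258). Without GF_6840 these were C1qa, H2-DMb1, Cd74 and Gbp2 (adjusted p = 0.0699 to 0.0784), without GF_6842 Cd74 and Gbp2 (adjusted p = 0.0514 to 0.0715) and without CONVD_6832 Cd74 (adjusted p = 0.0517).

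Of 12 mitochondrially encoded genes 7 were lower (8 adjusted over the list alone, camera adjusted p = 0.00302, adjusted p = 0.847 with an estimated correlation), among them mt-Co1, mt-Nd5, mt-Nd6 and mt-Co3 (-0.56 to -3.92). The last was at -1.35 without GF_6840. Of 29 nucleotide genes 5 were higher and 1 lower (6 adjusted over the list alone, camera adjusted p = 0.0707). These rose in the synthesis enzymes Umps, Impdh1 and Atic (0.30 to 0.46) and fell in the uridine kinase Uck1 (-0.66 ± 0.16). The clock genes Nr1d2 (-0.43 ± 0.11) and Npas2 (-1.01 ± 0.29) fell (2 of 16 lower, 2 adjusted over the list alone, camera adjusted p = 0.543). Of red blood cell genes (2 of 7 higher, 2 adjusted over the list alone, camera adjusted p = 0.0707) Alas2 (0.89 ± 0.28) and the globin Hba-a1 (0.74 ± 0.25) rose. Alternatives ended the calls of mt-Co3, Uck1, Npas2, Alas2 and Hba-a1 (adjusted p range 0.00081 to 0.109), that of Hba-a1 without GF_6840 or GF_6842. The largest falls, in the skeletal muscle genes Ttn, Ckm, Atp2a1, Tnni2 and Mylpf (-7.26 to -11.33), came from GF_6840. It had 2478 CPM of Ttn against 7.52 or less in the other libraries. Without it the last 4 were at -1.96, -1.29, -0.33 and -0.43 and not called (adjusted p = 0.352 to 0.796, range 0.00515 to 0.796), and Ttn was too low to test. No gene was called among T cell markers (camera adjusted p = 0.644, median 0.04 and mean -0.03 but down by camera, Cd2 0.16), ovary, oviduct and uterus markers (adjusted p = 0.131, Krt8 -0.04) and mesothelial cell markers (adjusted p = 0.342, Upk3b 0.06). In these 3 lists edgeR called 0 of 24 genes, 0 adjusted over the list alone, 3 at an unadjusted p below 0.05, 0 by DESeq2 and 1 by limma voom.

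CONVD against GF gWAT asks whether fat responds within weeks, and 4 of 17137 genes were called, 2 higher and 2 lower. The lectin Cd209g, which has close relatives, rose to 31.9 ± 6.93 against 16.5 ± 3.70 CPM (0.95 ± 0.16, adjusted p = 0.0311) and the blood cell adaptor Dok2 to 26.3 ± 4.51 against 16.5 ± 2.25 CPM (0.67 ± 0.11, adjusted p = 0.0311). The deubiquitinase Usp33 fell to 64.8 ± 4.15 against 85.3 ± 12.4 CPM (-0.40 ± 0.07, adjusted p = 0.0439) and the heat shock factor Hsf2 to 17.0 ± 0.848 against 20.9 ± 1.47 CPM (-0.30 ± 0.05, adjusted p = 0.0311). Without GF_6840 edgeR called 0 genes (adjusted p = 0.0608 to 0.0669, range 3.15e-05 to 0.121 for these 4). Without GF_6842 it called 2, not Usp33 and Hsf2 (adjusted p = 0.053 to 0.0578), and without CONVD_6832 only 1, Dok2 (adjusted p = 0.06 to 0.108 for the other 3). Unadjusted p was below 0.05 for 2693 genes, and DESeq2 called 276 and limma voom 626. Without 1 mouse edgeR called 0 to 28 (GF_6839 and GF_6843).

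Camera's threshold was passed upward in CONVD fat by interferon-stimulated genes (camera adjusted p = 3.11e-06, Gbp2 0.10), MHC class II genes (adjusted p = 2.46e-06, Cd74 0.53) and myeloid cell markers (adjusted p = 1.07e-05, Lyz2 0.48), at adjusted p = 0.425 with an estimated correlation. It was passed downward by lipogenic genes (camera adjusted p = 0.000122, Scd1 -0.51), thermogenic genes (adjusted p = 0.0447, Cox8b -0.94), mitochondrially encoded genes (adjusted p = 0.00658, mt-Co1 -0.29) and nucleotide genes (adjusted p = 0.0447, Uck1 -0.29), at adjusted p = 0.499 to 0.587 with an estimated correlation. The others were B and plasma cell markers (camera adjusted p = 0.0945, Ighm 0.20), T cell markers (adjusted p = 0.339, Cd2 0.30), clock genes (adjusted p = 0.426, Tef 0.31) and adipocyte markers (adjusted p = 0.653, Fabp4 -0.11). The same held for ovary, oviduct and uterus markers (camera adjusted p = 0.619, Krt8 -0.40), mesothelial cell markers (adjusted p = 0.653, Upk3b -0.01) and red blood cell genes (adjusted p = 0.769, Hbb-bs 0.13). In these 14 lists edgeR called 0 of 176 genes, 21 adjusted over the list alone, 47 at an unadjusted p below 0.05, 5 by DESeq2 and 9 by limma voom.

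Between CONVD and CONVR gWAT 3890 of 17137 genes were called, 1901 higher and 1989 lower. Higher in CONVD were the acyl-CoA synthetase Acsm3, the transcription factor Mycl, the membrane protein Smim5 and the liver gene Serpina3k (2.07 to 2.65). Lower were Mest (-2.37 ± 0.72, -3.03 without CONVD_6834), the secreted Wnt modulator Sfrp5 (-3.03 ± 0.84, -2.28 without CONVR_6851), Ret (-2.20 ± 0.52), Tph2 (-2.56 ± 0.74, -3.30 without CONVD_6832) and the glutamate receptor relative Grid1 (-2.16 ± 0.49). Without CONVD_6832, whose library held 95.3 CPM of the liver gene Apob, Serpina3k was not called (0.57, adjusted p = 0.515, range 0.00932 to 0.52). Other alternatives ended the calls of Mest and Sfrp5 (adjusted p range 0.000564 to 0.0911).

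In quadriceps, CONVR against GF asks whether muscle senses a lifelong microbiota, and 33 of 15532 genes were called, 5 higher and 28 lower. Pfkfb3, an activator of glycolysis, fell to 291 ± 73.7 against 679 ± 225 CPM (-1.22 ± 0.23, adjusted p = 0.0432). The receptor Eda2r, linked to muscle wasting, the amino acid transporter Slc43a1, the kinase Pim1 and the actin regulator Avil (-0.69 to -0.86) fell too. The lipogenic regulator Mid1ip1, Tuba1a and the macrophage growth factor Il34 (0.48 to 0.88) rose. Among clock genes (2 of 16 lower, 4 adjusted over the list alone, camera adjusted p = 0.43) Clock (-0.48 ± 0.09) and Nfil3 (-0.67 ± 0.14) fell. Unadjusted p was below 0.05 for 2887 genes, DESeq2 called 473, limma voom 2370, edgeR on these groups alone 1, with age as a covariate 4, without 1 mouse 4 to 1167 (GF_6842 and CONVR_6851) and without CONVR_6849 and GF_6840, whose muscle held adipocyte transcripts, 157. At least 1 alternative ended every call named here (adjusted p range 1.49e-06 to 0.137).

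Lists without a called gene in CONVR muscle were interferon-stimulated genes (camera adjusted p = 0.00124, Parp14 0.24) and myeloid cell markers (adjusted p = 0.0109, Lyz2 0.25), at adjusted p = 0.713 with an estimated correlation. The others were nucleotide genes (camera adjusted p = 0.272, Paics -0.07), atrophy and glucocorticoid genes (adjusted p = 0.0811, Fbxo32 -0.47), fatty acid oxidation genes (adjusted p = 0.674, Pdk4 -0.70) and adipocyte markers (adjusted p = 0.11, Cd36 0.22). This was also so for oxidative phosphorylation genes (camera adjusted p = 0.212, Atp5b 0.11), slow and oxidative fibre genes (adjusted p = 0.122, median 1.92), red blood cell genes (adjusted p = 0.212, Hbb-bs 0.19) and mitochondrially encoded genes (adjusted p = 0.138, median -0.14 and mean 0.12 but down by camera). In these 10 lists edgeR called 0 of 151 genes, 4 adjusted over the list alone, 21 at an unadjusted p below 0.05, 5 by DESeq2 and 9 by limma voom.

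CONVD against GF quadriceps asks how muscle responds within weeks, and 4028 of 15532 genes were called, 2070 higher and 1958 lower. Of respiratory chain genes 8 of 13 mitochondrially encoded and 9 of 21 nuclear ones were higher in CONVD muscle (adjusted p = 0.712 to 0.889 with an estimated correlation). In the same libraries the endothelial gene Kdr, chosen after its values were seen, averaged 25.9 ± 9.97 CPM against 46.7 ± 7.79, and the cell mix was not separated.

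Of 13 mitochondrially encoded genes 8 were higher (10 adjusted over the list alone, camera adjusted p = 8.01e-06, adjusted p = 0.712 with an estimated correlation). The complex I gene mt-Nd1 (ENSMUSG00000064341) rose to 27109 ± 3149.9 against 17638 ± 2288 CPM (0.62 ± 0.11, adjusted p = 0.000211), with mt-Nd4, mt-Cytb and mt-Co1 (0.58 to 0.59). The related mt-Nd3 averaged 13.6 ± 34.9 against 0.52 ± 0.258 CPM, with 1.29 CPM as the CONVD median. It (4.69 ± 1.69) was at 1.22 without CONVD_6833 and not called without CONVR_6849 and GF_6840 (adjusted p = 0.0531, range 0.013 to 0.593). Of 21 nuclear oxidative phosphorylation genes 9 were higher (10 adjusted over the list alone, camera adjusted p = 0.000251, adjusted p = 0.889 with an estimated correlation). Ndufa4 rose, with Cox6c, Ndufa1 and Ndufb5 (0.46 to 0.75), all respiratory chain subunits. Outside the list Cox7a2 rose, with Usmg5 of the ATP synthase, the methyltransferase Mettl21e and Tpt1-ps3 (0.85 to 1.03), a pseudogene whose reads cannot be told from those of its parent.

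Of the activity-dependent transcription factors, Junb fell to 5.23 ± 1.17 against 11.8 ± 3.33 CPM (-1.18 ± 0.20, adjusted p = 0.000219). Also lower were Fos, the nitric oxide synthase Nos2, Trp53i11 and the netrin receptor Unc5b (-0.95 to -1.71). Of 15 atrophy genes 3 were lower (2 adjusted over the list alone, camera adjusted p = 0.311), the transcription factor Foxo3 and the ubiquitin ligases Trim63 and Fbxo32 (-0.34 to -0.73). Of clock genes (1 higher and 2 lower of 16, 2 adjusted over the list alone, camera adjusted p = 0.656) Nr1d1 (-0.65 ± 0.14) and Arntl (-0.65 ± 0.21) fell and Per3 (0.37 ± 0.13) rose. Of 29 nucleotide genes 4 were higher and 4 lower (11 adjusted over the list alone, camera adjusted p = 0.457). The salvage enzymes Hprt (0.26 ± 0.06) and Adk (0.47 ± 0.12) rose and the synthesis enzymes Impdh1 (-0.51 ± 0.09) and Atic (-0.40 ± 0.10) fell. Single calls were Parp14 (-0.35 ± 0.10) among interferon-stimulated genes (1 of 20 lower, 0 adjusted over the list alone, camera adjusted p = 0.457) and Lyz2 (0.58 ± 0.15) among myeloid markers (1 of 11 higher, 1 adjusted over the list alone, camera adjusted p = 0.457). Another was the globin Hbb-bs (0.80 ± 0.24) among red blood cell genes (1 of 6 higher, 1 adjusted over the list alone, camera adjusted p = 0.311). Some alternatives did not call Trp53i11, Fbxo32, Arntl, Per3 and Hbb-bs (adjusted p range 0.00447 to 0.115). No gene was called among fatty acid oxidation genes (camera adjusted p = 0.656, Pdk4 -0.20), adipocyte markers (adjusted p = 0.678, median -0.16 and mean -0.13 but up by camera) and slow and oxidative fibre genes (adjusted p = 0.311, median 1.9). In these 3 lists edgeR called 0 of 36 genes, 0 adjusted over the list alone, 4 at an unadjusted p below 0.05, 4 by DESeq2 and 2 by limma voom.

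Between CONVD and CONVR quadriceps 6356 of 15532 genes were called, 3075 higher and 3281 lower. Higher in CONVD were Mettl21e (1.46 ± 0.25), Tpt1-ps3 (1.37 ± 0.16) and the mitochondrial mt-Nd6 (1.16 ± 0.23). So were mt-Co2 (2.86 ± 0.61, 1.89 without CONVD_6834) and mt-Co3 (2.72 ± 0.88, 1.67 and not called without CONVD_6831). They averaged 38.8 and 57.8 CPM in CONVR (mt-Co1 46393) and may share reads. Lower were the fat genes Cidea, Lep and Acly, the glycogen gene Ppp1r3b and the adhesion gene Tenm4 (-1.97 to -3.35). Without CONVR_6849 the first 4 were at -0.23, -1.36, -0.65 and -0.24. Alternatives ended the calls of mt-Co3, Cidea, Lep, Acly and Ppp1r3b (adjusted p range 0.00213 to 0.9).

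Genes called against GF in both CONVR and CONVD mice were counted. In colon 1517 genes were called in the same direction, 853 higher and 664 lower, and 29 in opposite directions. Independent lists would share 210.4 and 234. In liver 44 were higher and 47 lower in both (5.67 and 5.86 for independent lists). All 4 genes called in CONVD gWAT were shared (0.216 higher and 0.238 lower for independent lists). In quadriceps 8 genes were lower in both (3.53 for independent lists), 0 higher and 1 opposite. In gWAT edgeR called 0 in both without GF_6840, 2 without GF_6842 and 1 without CONVD_6832, and in quadriceps 55 without CONVR_6849 and GF_6840. In liver it called 11 with the clock covariate.

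Both comparisons use the same GF libraries, which by itself makes their log2 fold changes correlate. In the order colon, liver, brain, gWAT and quadriceps, Pearson's r across genes, which are not independent replicates, was 0.612, 0.575, 0.63, 0.597 and 0.0329. Simulations of unchanged groups with a shared GF group gave a mean r of 0.484, 0.499, 0.501, 0.502 and 0.486. Giving each comparison its own, fewer GF mice, with less power, left a mean r of 0.484, 0.189, 0.19, 0.0844 and -0.153 and on average 628, 16.1, 0, 6.45 and 0.4 genes called in both.

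Responses common to the body were sought as genes called in the same direction in at least 3 tissues. Between CONVR and GF mice 47 genes were. Of the 12609 genes tested in all tissues 45 were (9 higher, 36 lower), against a mean of 18.4 and at most 33 in 1000 random draws. The draws take the tissues as independent, although the same mice supply them. Over colon, liver and gWAT Igha (1.57 to 4.80), the cell cycle gene Ccnd1 (0.59 to 1.12), the spermidine synthase Srm (0.54 to 0.69), Gstm1 (0.46 to 0.53), the desaturase relative Fads3 (0.45 to 0.92) and the oxidoreductase Ptgr1 (0.43 to 0.80) rose. The reticulum receptor Retreg1 (-0.68 to -1.45), the ubiquitin ligase Rnf144a (-0.60 to -0.89), the histone demethylase Kdm3a (-0.40 to -0.45) and the uncharacterised Gm49602 (-0.43 to -0.72) fell. Alternatives ended the calls of Srm, Gstm1, Rnf144a and Gm49602 (adjusted p range 0.00026 to 0.2) in colon (Srm and Gm49602 without CONVR_6849), of Igha, Ccnd1, Srm, Rnf144a, Kdm3a and Gm49602 (adjusted p range 4.71e-08 to 0.838) in liver, and of Gstm1, Fads3 and Retreg1 (adjusted p range 0.00141 to 0.386) in gWAT (Retreg1 and Fads3 without GF_6840, Fads3 without GF_6842 or CONVD_6832). Without GF_6838 Igha was at 3.21 in liver and 6.16 in gWAT, and without GF_6840 Retreg1 was at -0.74 in gWAT.

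Between CONVD and GF mice 7 genes were called in at least 3 tissues, against a mean of 3.86 and at most 12 in the draws. Aaas was higher in colon (0.85 ± 0.14), liver (0.87 ± 0.20), brain (0.88 ± 0.17) and quadriceps (0.77 ± 0.18). The others changed in colon, liver and quadriceps. The uncharacterised Gm8430 (0.55 to 1.24) and Gm10275 (0.48 to 0.89), the conjugating enzyme Gstm5 (0.42 to 0.54) and the kinase Nmrk1 of NAD synthesis (0.32 to 0.67) rose. The heparan sulphate carrier Sdc4 (-0.24 to -0.35) and Irf2bp2 (-0.18 to -0.73) fell. Alternatives ended the calls of Gm8430, Sdc4 and Irf2bp2 (adjusted p range 0.000265 to 0.112) in colon (Irf2bp2 without CONVD_6835), Aaas, Gm8430, Gm10275, Gstm5, Nmrk1, Sdc4 and Irf2bp2 (adjusted p range 0.000449 to 0.259) in liver and Sdc4 (adjusted p range 0.00329 to 0.0843) in quadriceps, and that of Aaas in brain (adjusted p = 0.114, range 0.000246 to 0.159).

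**Figure D4:**
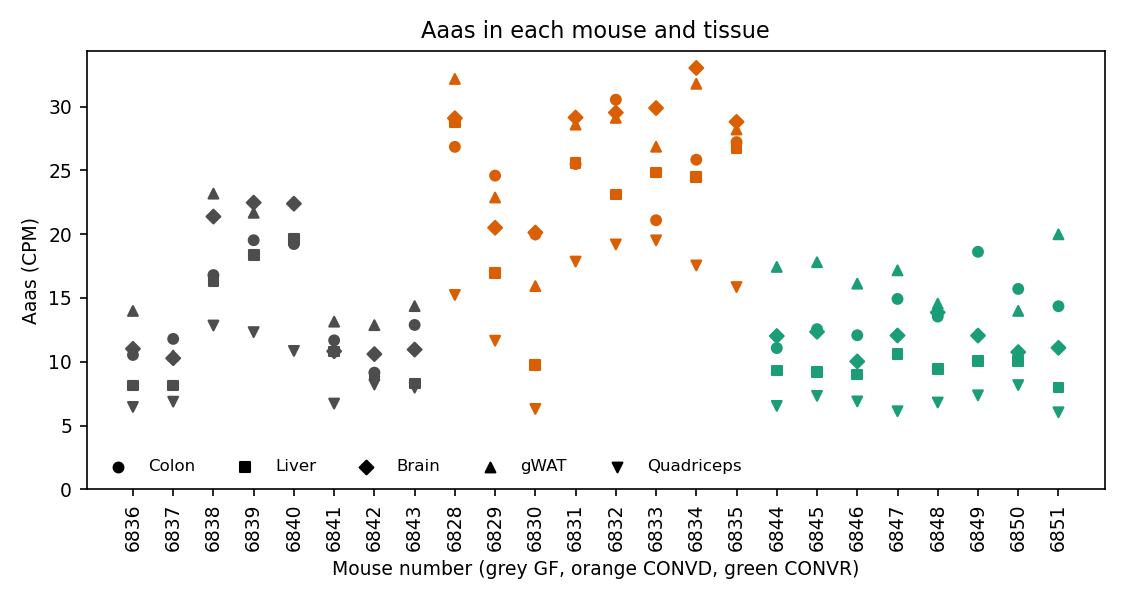
Aaas (CPM, vertical axis) in each mouse (horizontal axis), with 1 mark per tissue and GF grey, CONVD orange and CONVR green (n = 8 mice per group). GF_6838 to GF_6840 lie near CONVD_6829, which averaged 19.3 CPM.

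In 1 fit over all tissues the CONVR response depended on the tissue for 4947 of 22215 genes and the CONVD response for 8387 (4108 without the colon). Of the CONVR genes named above, size differed between tissues for all but Rnf144a (edgeR adjusted p = 0.0744) and Fads3 (adjusted p = 0.0511, adjusted p = 0.0463 with the mouse as replicate block). Of the CONVD genes it differed for all but Aaas (adjusted p = 0.99) and Sdc4 (adjusted p = 0.604). Of the 5 lists measured in every tissue, the CONVD response of interferon-stimulated genes ranged from a difference of -0.11 in brain to 1.44 in colon (log2 CPM). That of mitochondrially encoded genes ranged from -0.17 in colon to 1.26 in quadriceps (gene median 0.74) and that of clock genes from -0.47 in colon to 0.12 in brain. All 3 had an exact permutation p of 0.000466. That of nucleotide genes ranged from -0.06 in gWAT to 0.42 in colon (exact permutation p = 0.000155). All 4 had an adjusted p of 0.00117 over the 10 tests. For red blood cell genes the exact permutation p was 0.315, and for the CONVR response of the 5 lists it lay between 0.0505 and 0.58.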

Values the study reported

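The study gave the number of transcripts that differed in germ-free mice of this cohort from each colonised group. Its supplementary methods, which may give the thresholds, were not available here. For the colon it gave 2,703 against CONVR and 7,637 against CONVD mice. For the liver it gave 3,281 and 351, and for the brain 0 and 554.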

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

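The tests of colon position, pancreatic RNA, lymphoid follicles, clock phase and Aaas, the mast cell and cytotoxic list and both later covariates were chosen after the result was seen.

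Each comparison was repeated on 60 splits of its mice, the real one included, counting those with at least as many genes called (in parentheses the real number and the highest of the other splits). The count was 1 (2130, at most 573) for CONVR against GF, 1 (6976, at most 2324) for CONVD against GF and 1 (2824, at most 1342) for CONVD against CONVR in colon, and in the same order 1 (2910, at most 363), 1 (117, at most 23) and 1 (1482, at most 99) in liver, 60 (0, at most 64), 1 (51, at most 0) and 4 (1, at most 17) in brain, 1 (3895, at most 1525), 3 (4, at most 137) and 1 (3890, at most 2363) in gWAT and 2 (33, at most 2426), 1 (4028, at most 932) and 1 (6356, at most 5344) in quadriceps. For tissue dependence, with 21 splits, it was 1 (4947, at most 1382) for CONVR and 1 (8387, at most 602) for CONVD. The share of splits was below 0.05 where the count was 1 or 2, without adjustment over the comparisons. Where the count was 1, no other split drawn called as many genes, and chance is an unlikely account. Chance cannot be excluded for CONVR quadriceps, CONVD against CONVR brain or CONVD against GF gWAT. In CONVR brain edgeR called 0 genes (551 at an unadjusted p below 0.05, 0 by DESeq2 and 0 by limma voom). Other splits called several times the real number in CONVR quadriceps (1 split), CONVD against GF gWAT and CONVD against CONVR brain. This points to a structure of the samples other than the groups, which was not tested.

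Single mice stood apart from their group in 22 of 225 groups of list means and read totals, where chance marks about 1 in 20. The measure is the gap to the nearest mouse as a share of the group's range. In colon CONVR_6849 stood apart in reads (0.698), MHC class II (0.715) and B and plasma cell genes (0.808), CONVD_6831 in interferon-stimulated (0.709), GF_6837 in myeloid (0.598) and CONVR_6847 in clock genes (0.532). In liver CONVD_6828 did in cell cycle (0.615), CONVD_6829 in lipogenic (0.574) and GF_6837 in fatty acid oxidation genes (0.604). In brain CONVD_6830 did in microglia (0.878) and cerebellum genes (0.872), CONVR_6848 in cerebellum (0.723), microglia (0.639), clock (0.597) and myelin genes (0.566), CONVD_6834 in interferon-stimulated (0.551) and myelin genes (0.535) and CONVR_6844 in reads (0.641). In gWAT CONVD_6830 did in adipocyte (0.619) and mesothelial genes (0.555), CONVR_6851 in mesothelial (0.618) and GF_6838 in MHC class II genes (0.586).

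Responses differed between tissues. The CONVR response depended on the tissue for 4947 genes and the CONVD response for 8387. By exact permutation the mean CONVD response differed between tissues for nucleotide genes (p = 0.000155) and for interferon-stimulated, clock and mitochondrially encoded genes (each p = 0.000466). Colon libraries were made in a run of their own, so part of a difference between colon and the other tissues cannot be told apart from the run.

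The largest pattern was the 6976 genes called between CONVD and GF colon, with mast cell and cytotoxic genes foremost (9 of 11 higher, against 0 in CONVR mice). With the distal colon covariate 4671 genes were called and the mast cell and cytotoxic median was 5.86 (6.27 without). A covariate of marker genes cannot fully remove position. Pancreatic RNA in CONVD_6835 is not the whole cause, with 6683 genes called without this library. B cell genes, at a median of -2.02, argue against more lymphoid follicles. Position, clock phase (score as below 0.53, -1.28 in GF, exact permutation p = 0.0014), the new microbiota, its donor and the plate column stay open.

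In liver 2910 genes were called between CONVR and GF, with a clock score (morning minus evening genes, log2 CPM) of -4.51 ± 0.426 in CONVR against -2.62 ± 1.01 in GF mice (exact permutation p = 0.000311, adjusted p = 0.00466). With a clock covariate, an estimate of phase, 629 genes were called and with age 1428, so both phase and age stay open as causes. Time of day at killing would shift every tissue. By exact permutation the score was lower in liver, brain (p = 0.00451) and quadriceps (p = 0.0162), but not detectably in colon (p = 0.484) and gWAT (p = 0.782). As the labels give no time, time of day cannot be told from an effect of the microbiota on the clock.

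Aaas was higher in CONVD than in GF mice, and the GF mice also differed among themselves. Their ranks held across tissues, with a Kendall W of 0.775 over 5 tissues (permutation p = 1e-05, the smallest possible), which is consistent with a sequence variant carried by some of the mice. Above CONVD_6830, the lowest CONVD mouse, lay 3 GF mice, and none lay above the next lowest. A response to colonization, with or without a variant, stays open, and genotypes were not tested.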

How the results depend on the processing

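The tests without named libraries, and those with a distal colon or a clock covariate, were chosen after the values were seen, and the other alternatives before. Of the counts of genes called, 46 of 138 values from the earlier alternatives and 14 of 40 from the later ones differed by more than 1.5-fold from the value in the report. For single genes 268 of 2556 and 141 of 908 values changed their call or moved, and for gene lists 95 of 420. RLE normalization moved none of 24 counts.

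DESeq2 called 348 genes between CONVD and GF liver (117 in the report), 553 in brain (51) and 276 in gWAT (4), 29 between CONVD and CONVR brain (1) and 473 between CONVR and GF quadriceps (33). Called in both responses were 242 in liver (91), 95 in gWAT (4) and 86 in quadriceps (8), and in at least 3 tissues 116 for CONVR (47) and 25 for CONVD (7). Limma voom with library weights gave 302, 2810 and 626 between CONVD and GF liver, brain and gWAT, 7970, 2476 and 692 between CONVD and CONVR colon (2824), liver (1482) and brain, and 2370 for CONVR quadriceps. It gave 196, 219 and 174 genes in both responses and 262 and 103 in at least 3 tissues.

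Without the low-count filter, where more genes are tested by construction, edgeR called 64, 0 and 1 genes between CONVD and GF liver, brain and gWAT, 955 between CONVD and CONVR liver and 8 for CONVR quadriceps. Called in both responses were 48 in liver, 1 in gWAT and 3 in quadriceps, and in at least 3 tissues 20 and 3. In brain 4397 genes then had an unadjusted p below 0.05. With only the 2 groups compared, where fewer libraries estimate the spread by construction, it called 48, 0 and 0 between CONVD and GF liver, brain and gWAT and 1 for CONVR quadriceps, with 37, 0 and 0 in both responses and 27 for CONVR in at least 3 tissues. The unadjusted p was then below 0.05 for 2395 genes in brain and 2221 in gWAT.

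With an age covariate edgeR called 948 genes between CONVD and CONVR colon, 1428 between CONVR and GF liver (2910), 726 between CONVD and CONVR liver and 4 for CONVR quadriceps, with 2 called in both quadriceps responses. Of the gene list calls of camera, 44 of 48 held with the age covariate, 23 were also called by fry, which asks another question, and 0 held with an estimated correlation. Without the colon 4108 genes had a tissue-dependent CONVD response (8387). With the mouse as a replicate block 7787 did, and 4356 had a tissue-dependent CONVR response (4947). Among the shared genes named in the report the replicate block changed the call of Fads3 alone.

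The distal colon covariate left 1685 genes between CONVD and CONVR colon. The clock covariate left 629 between CONVR and GF liver, 12 between CONVD and GF liver and 11 in both responses. Without CONVD_6830 and CONVR_6848 edgeR called 27 between CONVD and GF brain, and without GF_6837 and GF_6840 it called 0, with 1668 at an unadjusted p below 0.05. Between CONVD and GF gWAT it called 0, 2 and 1 without GF_6840 (2138 at an unadjusted p below 0.05), GF_6842 or CONVD_6832, and called 0, 2 and 1 in both responses. Without CONVR_6849 and GF_6840 it called 157 for CONVR quadriceps and 55 in both responses. Fewer libraries lower the power of a test by construction, but this last change was upward.

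The direction of 3 genes turned. Between CONVD and GF colon Cpb1 (11.18 ± 2.49 in the report) had a log2 fold change of -0.19 by DESeq2, -0.08 by limma voom and -1.16 without CONVD_6835. Ctrl (10.66 ± 2.28) had -0.14 by DESeq2 and -0.09 without CONVD_6835, which held their reads. Arntl between CONVR and GF liver (-1.72 ± 0.33) had 0.01 with the clock covariate, which is made of clock genes.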

Other observations

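These observations and the tests in them were all chosen after the values were seen.

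Some genes ranked the mice of a group alike in all tissues. Averaged over the 3 groups, Kendall's W was 0.805 for Wdfy1, 0.77 for Tmem267, 0.762 for Cdk5rap1, 0.718 for the glucocorticoid-induced Tsc22d3 and 0.701 for the clock gene Per1, against a median of 0.225 over 12609 genes. Wdfy1 was low in the same mice in every tissue, GF_6840, GF_6842 and GF_6843 and CONVD_6832, CONVD_6833 and CONVD_6835. Genotypes and the hour of killing of each mouse are not in the labels, so neither was tested.

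In CONVD quadriceps endothelial genes were lower, 4 of 8 called against GF and 5 against CONVR. Called respiratory chain genes were higher in these libraries. A smaller share of vessels in the pieces was not separated from a lower expression.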
